A study of Mus musculus with 12 samples. Its data were reported in "m6A and the NEXT complex direct Xist RNA turnover and X-inactivation dynamics" (2025).

How the data were processed

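Chromatin-associated RNA sequencing (ChrRNA-seq), which profiles RNA that is still attached to chromatin and therefore mostly nascent, was performed on mouse embryonic stem (ES) cells. The cells are hybrids of the Cast and 129S strains, so that reads over strain-specific single-nucleotide polymorphisms can be assigned to one X chromosome or the other. A doxycycline-responsive (TetOn) promoter replaces the natural promoter of Xist on the 129 allele, so that the 129 X chromosome is the one that becomes inactive (Xi) and the Cast X chromosome stays active (Xa). There were 12 libraries from 6 clones, and each clone was sequenced without doxycycline (NoDox) and after 24 h of doxycycline at 1.0 µg/mL (Dox 24 h). Genotypes and treatments were taken from the sample labels. Clone 2B was labelled wild type (WT) for Xist, clones 3B and 4E lacked 153 bp of the m6A region in exon 7, clones 6F and 11C lacked 355 bp of the m6A region in exon 1, and clone 7E lacked both. In the description of the lines given by the study, clone 2B carries the exon 7 deletion on the Cast allele only, which is not the induced allele. The pairing of NoDox with Dox 24 h libraries comes from the clone names in the sample titles.

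The deposited values are fractions: the authors computed, for each gene and library, the allelic ratio Xi/(Xi + Xa), so that 0.5 means equal RNA from both alleles and a lower value means less RNA from the 129 allele. According to the methods of the study, ribosomal RNA reads were removed with bowtie2, the remaining read pairs were aligned with STAR to the mm10 genome with strain-specific positions masked, unique alignments were assigned to alleles with SNPsplit, and allelic reads were counted per gene in a stranded manner with featureCounts. The authors set a minimum number of allele-informative reads across the samples for a gene to receive a ratio. Whether this minimum held for each sample or for their sum is not stated, and the deposited table gives no counts. A ratio other than 0 or 1 is a fraction of whole read numbers, so its printed digits can set a lower bound on depth. Such bounds were not derived here, and the depth behind each ratio was treated as unknown. For this reason no interval that depends on depth is given, and a ratio of exactly 0 or 1 cannot be separated from a gene with few reads. Masking of strain-specific positions limits mapping bias towards one allele, and the NoDox ratios serve as the background for the remaining bias. Replicates were not pooled in the table. A further 10 columns of per-sample values matched no sample title, 6 of them headed WT and 4 headed as repeats of clone 11C. Their samples are not established by the labels, so they were not used here, and the statements on the number of WT clones refer to the 12 labelled libraries.

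The table held 243 genes, all on chromosome X between 6.2 and 103.5 Mb, with 0 missing ratios. Xist was left out of gene summaries, leaving 242 genes, and its ratios are given separately. Gene starts in the table were 1 lower than an annotated start for 163 of the 241 genes whose names were found in GENCODE M21 or RefSeq (both GRCm38, which is mm10) and equal to one for 21. Starts are therefore printed after adding 1, as 1-based positions.

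For each gene and clone, the change was the ratio at Dox 24 h minus the ratio in NoDox, and each clone was summarised by the median over genes. The clone was the unit of replication in the tests of doxycycline and of the deletions, because genes of one library are not independent replicates. Comparisons with random gene lists used genes as the unit and do not measure differences between clones. The 95% intervals given for medians come from 10000 bootstrap resamples of genes and describe the gene sampling within one library, not differences between clones. The effect of doxycycline was tested with an exact two-sided sign-flip permutation test over 6 clones, whose smallest possible p is 0.03125. The exon 7 and exon 1 effects were tested with exact two-sided permutation tests of 3 clones against 3, whose smallest possible p is 0.1, so no such comparison could pass 0.05. Clones 3B, 4E and 7E formed the exon 7 deleted arm, and clones 6F, 11C and 7E formed the exon 1 deleted arm. These arms were not balanced for the other deletion, which was present in 1 of 3 deleted and 2 of 3 intact clones, so differences within each state of the other deletion are also given. The double deletion had 1 clone and was set against the exon 7 deletion clones without a test.

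Gene-wise changes were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), with the mean change, the exon 7 deletion and the exon 1 deletion as additive terms, and p-values were adjusted by the Benjamini-Hochberg method at 0.05. All 6 clones entered each fit because WT and the double deletion had 1 clone each. A count model could not be used on fractions. The gene Ube2a had a change of exactly 0 in each clone. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used for the other steps.

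The rule for named genes was fixed before the data were examined. It took Xist, the 3 genes with the most negative and the 3 with the most positive mean change among genes that moved in the same direction in all 6 clones, and 5 genes for the exon 7 deletion. The latter were to have an adjusted p under 0.05 and no overlap between the deleted and intact clones, with the list filled by the smallest unadjusted p among non-overlapping genes where fewer passed. Any other gene named was chosen after its values were seen.

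The limma step was tested on simulated data for 242 genes, of which 60 were given a known effect. For the exon 7 term, 0% of genes with an effect of 0.1 were recovered, 61.7% at 0.2 and 81.7% at 0.3. For the mean change the shares were 10%, 91.7% and 98.3%. False calls, meaning genes without an effect that passed, numbered 0, 3 and 3 for the exon 7 term. For the mean change they numbered 1, 6 and 2, against 6, 55 and 59 genes found. The clone-level tests were checked on 100 simulated sets of 242 genes, where the largest error of the difference between arms was 0.0137. Noise in these sets was independent for each gene and clone, without a shift shared by the genes of a clone. The error therefore leaves out differences between clones, whose pooled SD within genotypes was 0.0350 for the median change. A planted correlation of 0.5 across genes was recovered as 0.511.

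Alternatives fixed before the data were examined were the mean over genes in place of the median, each clone's own genes, only genes with a NoDox ratio from 0.3 to 0.7, only genes never at exactly 0 or 1, Xist kept, the difference of log2 odds with ratios held within 0.01 and 0.99, the relative change, the mean of the 6 NoDox libraries as a common baseline, a crossed baseline within genotypes of 2 clones, clone weights, robust moderation, models with 1 deletion term or with an interaction, and leaving out each clone in turn. Alternatives added after seeing the data were the 0.3 to 0.7 filter applied to the 5 clones other than 4E, log2 odds restricted to genes never at exactly 0 or 1, and the log2 odds and relative scales for the double deletion. Xist RNA levels were not analysed here, because a ratio between alleles does not give an amount.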

Results

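To ask how the m6A-modified regions of Xist contribute to chromosome silencing, ChrRNA-seq allelic ratios were compared between clones of XX mouse ES cells with and without deletions in these regions. The data comprised 12 libraries from 6 clones, each analysed in NoDox and after 24 h of Xist induction from the 129 X chromosome. There was 1 WT clone (2B), 2 clones with the exon 7 deletion (3B and 4E), 2 clones with the exon 1 deletion (6F and 11C) and 1 clone with both (7E). Ratios for 242 X-linked genes entered the gene summaries. The number of reads behind each ratio was treated as unknown, so precision is given only as the spread over genes and between clones.

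Xist (chromosome X, 103460373 to 103483233 on the minus strand, mm10) is a long noncoding RNA gene. In the GENCODE M21 transcript Xist-201, exon 1 spans 103473716 to 103483254 and exon 7 spans 103460366 to 103468036. The deletions lie in these exons and remove 355 bp and 153 bp, respectively. Tsix (103431517 to 103484957 on the plus strand) is the antisense gene that overlaps Xist along its whole length.

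**Figure D1:**
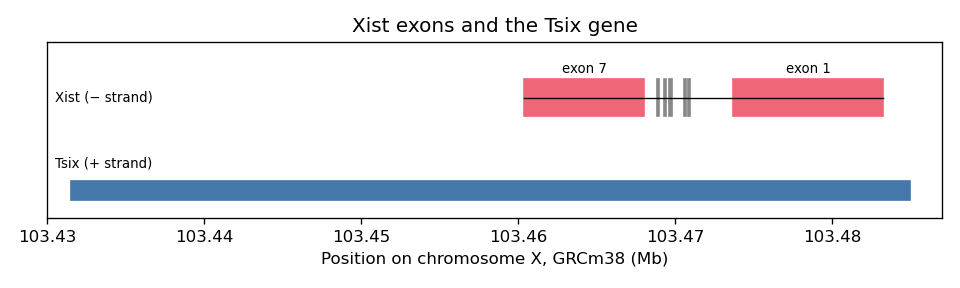
Map of Xist exons (boxes, exons 1 and 7 in red) and the overlapping Tsix gene (blue) by position on chromosome X in Mb. Exon 7 lies between 103460366 and 103468036 and exon 1 between 103473716 and 103483254, both inside Tsix.

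Xist itself was read from the 129 allele in each library. Its allelic ratio in NoDox was 0.982 in WT, 1.0 and 0.911 in the exon 7 deletion clones 3B and 4E, 0.982 and 0.981 in the exon 1 deletion clones 6F and 11C, and 0.947 in the double deletion. After induction, the ratio lay between 0.986 in the double deletion and 0.998 in 11C. These ratios describe the allele of origin and carry no information on the amount of Xist RNA.

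Allelic balance before induction was assessed from the NoDox libraries. The median ratio was 0.518 (interquartile range 0.461 to 0.575) in WT and 0.519 in the exon 7 deletion clone 3B. It was 0.506 in 6F, 0.510 in 11C and 0.511 in the double deletion. The exon 7 deletion clone 4E differed from these, with a median of 0.796 (interquartile range 0.726 to 0.843). The exon 7 deleted clones had a mean NoDox median of 0.609 ± 0.162 (SD, n = 3), compared to 0.511 ± 0.00657 (SD, n = 3) in the intact clones. This difference of 0.0975 did not pass the test (exact two-sided permutation p = 0.2). Without 4E, the difference was 0.00370. The exon 1 arms, compared after seeing the data, did not overlap in NoDox, with medians of 0.506 to 0.511 in the deleted and 0.518 to 0.796 in the intact clones. Their difference was -0.102 (exact two-sided permutation p = 0.1, the smallest possible), and -0.00974 without 4E.

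Induction of Xist lowered the allelic ratio in all 6 clones. In WT, the median ratio fell to 0.362 at Dox 24 h, a median change of -0.153 (95% bootstrap interval over genes -0.167 to -0.142). Of 242 genes, 223 had a lower ratio after induction in this clone. Over the 6 clones, the mean of the median changes was -0.136 ± 0.0544 (SD, n = 6), and the exact two-sided sign-flip permutation test gave p = 0.03125, the smallest value that 6 clones allow. The alternative that moved the test most was the crossed baseline, in which the mean was -0.137 and the exact permutation p = 0.09375.

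Gene by gene, 173 of 242 genes had a lower ratio after induction at an adjusted p under 0.05 in the limma fit, and 0 had a higher ratio. At an unadjusted p under 0.05 the number was 183. The ratio fell in all 6 clones for 149 genes (61.6%), where equal odds of either direction in each clone would give 1.56%. There were 0 genes with a rise in all 6 clones, so no gene was named for a positive change. The count of 173 dropped most when only the 31 genes with a NoDox ratio from 0.3 to 0.7 in all clones were kept, of which 23 passed. That drop came with fewer genes tested. Among alternatives that kept all 242 genes, the count was lowest with the common NoDox baseline, at 111.

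The largest mean decreases among genes that fell in each clone were found in 3 protein-coding genes. Smarca1 (47809370 to 47892552, minus strand) went from a mean ratio of 0.699 ± 0.168 (SD, n = 6) in NoDox to 0.241 ± 0.194 (SD, n = 6) at Dox 24 h. Its limma coefficient was -0.459 (SE 0.0412, adjusted p 0.00173). Nhsl2 (101849385 to 102092055, plus strand) fell from 0.533 ± 0.0751 (SD, n = 6) to 0.171 ± 0.0811 (SD, n = 6), with a coefficient of -0.362 (SE 0.0309, adjusted p 0.00173). Heph (96455436 to 96574484, plus strand) went from 0.490 ± 0.167 (SD, n = 6) to 0.151 ± 0.193 (SD, n = 6), with a coefficient of -0.339 (SE 0.0536, adjusted p 0.00529). Smarca1 and Heph had a Dox 24 h ratio of exactly 0 in 6F, which cannot be separated from few reads, and without 6F their coefficients were -0.425 and -0.311. For Nhsl2, the decrease in 6F stood apart from the other clones.

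The contribution of the exon 7 m6A region was examined by comparing the 3 clones that lack it with the 3 that retain it. The median change was -0.0861 in 3B, -0.107 in 4E and -0.0842 in the double deletion 7E. It was -0.153 in WT, -0.225 in 6F and -0.159 in 11C. The arms did not overlap, and the gap between the nearest clones, 4E and WT, was 0.0460. The mean was -0.0924 ± 0.0126 (SD, n = 3) with the deletion and -0.179 ± 0.0402 (SD, n = 3) without it. The difference of 0.0865 had an exact two-sided permutation p = 0.1, the smallest value that 3 clones against 3 allow, so 0.05 could not be reached. With the common NoDox baseline the difference was 0.179, because the change of 4E then became 0.113. With the crossed baseline it was 0.0840 and the arms overlapped (exact permutation p = 0.7). Because the arms were not balanced for exon 1, the comparison was also made within each exon 1 state. The exon 7 deletion differed from WT by 0.0565 with exon 1 intact, and the double deletion differed from the exon 1 deletion by 0.108.

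**Figure D2:**
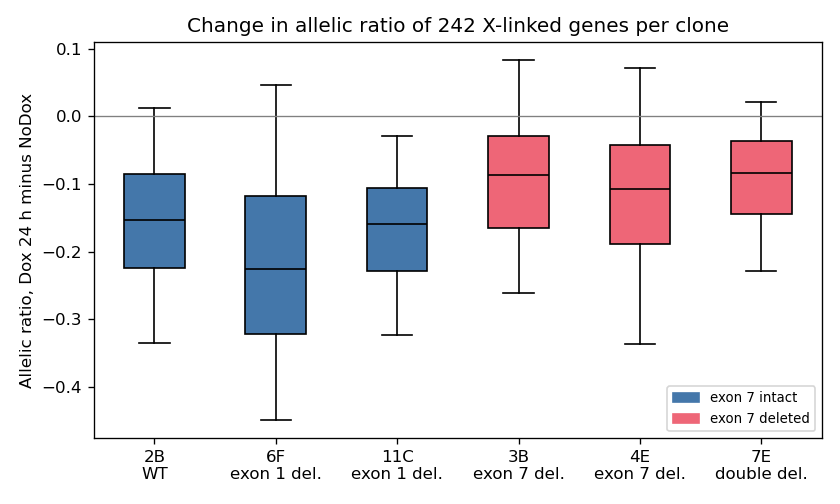
Change in allelic ratio (Dox 24 h minus NoDox) over 242 genes in each clone, with boxes from the 25th to the 75th percentile, a line at the median and whiskers from the 5th to the 95th percentile. Medians of the exon 7 intact clones (blue) lie between -0.225 and -0.153 and those of the deleted clones (red) between -0.107 and -0.0842.

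Because the starting ratio of 4E was not balanced, the change was also expressed as log2 odds, a scale on which a uniform shift in the starting balance cancels. The median change in log2 odds was -0.55 in 3B, -0.82 in 4E and -0.51 in 7E, compared to -0.95 in WT, -1.50 in 6F and -0.99 in 11C. The arms again did not overlap, with a mean difference of 0.52 and an exact two-sided permutation p = 0.1. On this scale 4E lay 0.13 above WT, while the difference between 4E and 3B was -0.26. The relative change, in percent of the NoDox ratio, was -17.0% in 3B, -13.7% in 4E and -16.1% in 7E, and -29.7% in WT, -46.2% in 6F and -30.3% in 11C. The order of 3B and 4E therefore depended on the scale, while the order of the arms did not.

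**Figure D3:**
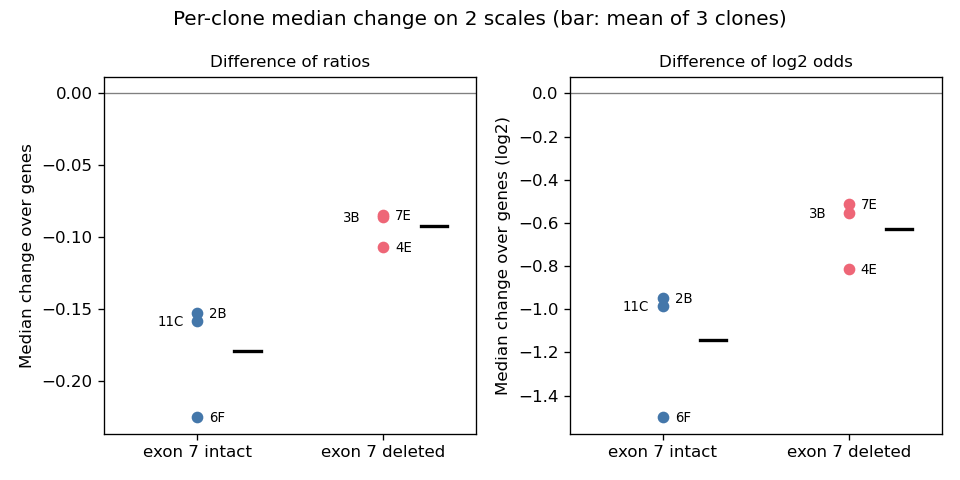
Median change per clone (points) as a difference of ratios and as a difference of log2 odds, with bars at the mean of 3 clones for the exon 7 intact (blue) and exon 7 deleted (red) arms. The arms are apart on both scales, with means of -0.179 and -0.0924 for ratios and -1.14 and -0.63 for log2 odds.

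In the limma fit, 0 of 242 genes passed an adjusted p under 0.05 for the exon 7 deletion, and 38 genes had an unadjusted p under 0.05. The lowest adjusted p was 0.168. The coefficient was positive, meaning a smaller decrease with the deletion, in 86.4% of genes, and its median was 0.0775. The simulated data showed that effects of 0.1 are not recovered for this term. The 3 deleted clones did not overlap the 3 intact clones at 79 genes (32.6%, where chance gives 10% for a single gene). The decrease was smaller in the deleted clones at 78 of these. Genes of a clone share its shift, and the clone medians were already apart. The share is therefore not evidence separate from the difference between clones.

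None of the genes named for the exon 7 deletion passed the adjusted threshold, and the 5 were taken by smallest unadjusted p among non-overlapping genes. Plxna3 (74329066 to 74344689, plus strand) changed by -0.0660 ± 0.0192 (SD, n = 3) in the deleted clones and by -0.326 ± 0.0434 (SD, n = 3) in the intact clones, with an adjusted p of 0.168. Its Dox 24 h ratio in 6F was exactly 0, and without 6F the exon 7 coefficient was 0.238, compared to 0.257 with all clones. Aff2 (69360331 to 69868037, plus strand) changed by -0.0928 ± 0.0351 (SD, n = 3) and -0.322 ± 0.0466 (SD, n = 3), respectively. Pqbp1 (7894519 to 7899269, minus strand) changed by 0.0726 ± 0.0886 (SD, n = 3) and -0.182 ± 0.0592 (SD, n = 3). For Pim2 (7878306 to 7883432, plus strand) the values were 0.0502 ± 0.0721 (SD, n = 3) and -0.316 ± 0.0826 (SD, n = 3). Bcorl1 (48341358 to 48406728, plus strand) changed by -0.0778 ± 0.0341 (SD, n = 3) and -0.291 ± 0.0515 (SD, n = 3), with an adjusted p of 0.232. All 5 are protein-coding genes.

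The exon 1 m6A region was examined in the same way. Clones lacking it had a mean median change of -0.156 ± 0.0706 (SD, n = 3), compared to -0.115 ± 0.0342 (SD, n = 3) in clones retaining it. The difference was -0.0407 (exact two-sided permutation p = 0.5). It was not adjusted for exon 7, which was deleted in 1 of 3 clones of the first arm and 2 of 3 of the second. Within each exon 7 state the differences had opposite signs, at -0.0389 with exon 7 intact and 0.0123 with exon 7 deleted, and the median limma coefficient, which is adjusted for exon 7, was -0.0147. The 2 clones with the exon 1 deletion alone had changes of -0.225 and -0.159, a spread that was larger than the distance between their mean and WT. In the limma fit, 0 genes passed an adjusted p under 0.05 for this term and 5 had an unadjusted p under 0.05.

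The double deletion was compared to the exon 7 deletion alone to see whether loss of both regions added to the effect of one. The median change in 7E exceeded the mean of 3B and 4E (-0.0965 ± 0.0148, SD, n = 2) by 0.0123, which is less than the SD between those 2 clones. With 1 double deletion clone, no test was possible. The sign depended on the scale, as the contrast of relative changes was -0.00767. Against WT, the median change was higher by 0.0688 in the double deletion and by 0.0565 in the exon 7 deletion clones.

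Silencing was also followed along the chromosome in 10 Mb windows. In each of 11 windows the NoDox median of 4E was at least 0.752, whereas in the other clones window medians lay between 0.466 and 0.579.

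**Figure D4:**
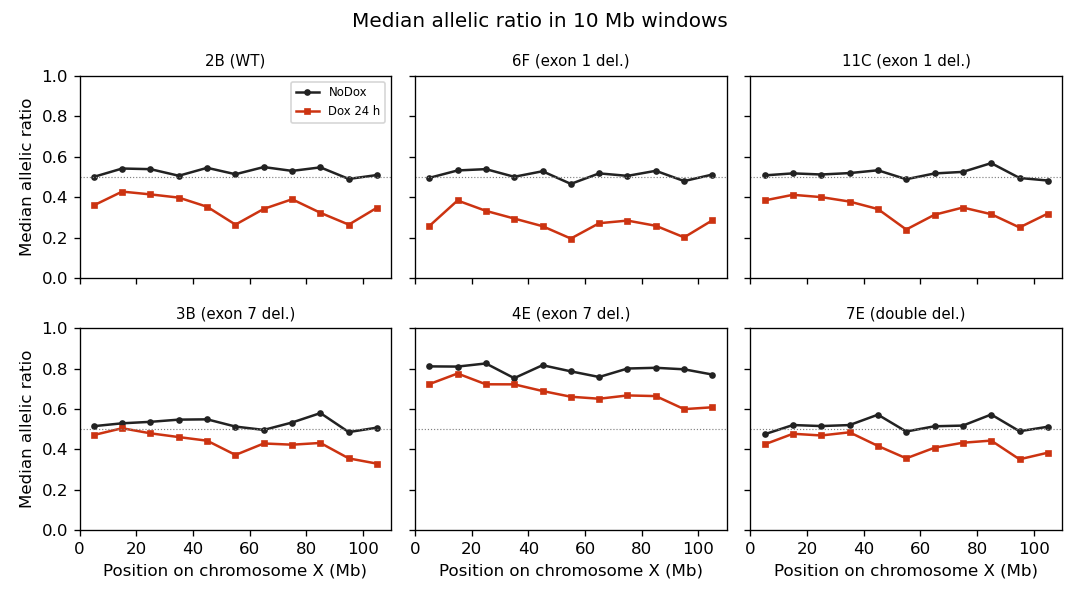
Median allelic ratio in 10 Mb windows along chromosome X (position in Mb) for each clone in NoDox (black) and at Dox 24 h (red), with a dotted line at 0.5. In NoDox the windows of 4E lie between 0.752 and 0.825, above those of the other clones.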

Values the study reported

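The study reported a minimum of 10 reads over informative polymorphisms, across all samples, for a gene to receive an allelic ratio.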

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

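Measures were compared over all 6 clones, across genotypes. Of 21 measures examined, about 1.1 would stand apart by chance, and 6 did. The tests on the NoDox median of clone 4E, on Xist and on the NoDox zeros of 6F were chosen after the result was seen.

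The NoDox median of clone 4E (0.796) was far above the others, which lay between 0.506 and 0.519. A raised segment was not seen, since the lowest of its 11 windows had a median of 0.752. One additional 129 X chromosome in each cell would give 0.667, and the lower 95% bootstrap bound over genes of the 4E median was 0.782. A mapping bias would have raised the other clones, whose highest median was 0.519. Exchange of the NoDox library with that of another line would leave the Dox 24 h library unaffected, yet that library was also the highest, at 0.679. Without genes at exactly 0 or 1 the median was 0.796, but 4E had only 8 such genes in NoDox, too few to move it, so this does not bear on few reads as a source. A candidate explanation is a culture in which some cells lack the Cast X chromosome. The ratio was higher in 4E than in each other clone at 88.0% of genes, short of the 90% set for this test, so the explanation was neither excluded nor shown. If it held, with equal output per X chromosome, 74.4% of cells would lack the Cast X. DNA copy number was not analysed here, and the other exon 7 deletion clone, 3B, did not share the shift, so it does not follow the genotype.

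In 6F at Dox 24 h, 17 genes had a ratio of exactly 0, while the other Dox 24 h libraries had at most 2. Low depth of this library was tested by removing these genes, after which the SD of the change over genes was still the highest in 6F (0.172, at most 0.127 elsewhere). The same genes were also lower in the other clones, with a median Dox 24 h ratio of 0.325 against 0.442 for the remaining genes. Both a shallow library and stronger silencing of these genes may therefore contribute. Depth was not derived from the ratios, so these explanations were not told apart. In NoDox, 6F had 2 genes at exactly 0 against 1 in each other clone. The excess of 1 gene is the smallest there can be, so 1 gene more than in the other clones says nothing about a cause.

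In 4E in NoDox, 7 genes had a ratio of exactly 1, compared to at most 2 elsewhere. Their median in the other clones was 0.614, which does not decide whether the raised ratio of the chromosome in 4E or few reads at these genes account for them. No biological explanation was tested.

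The Xist ratio at Dox 24 h was lowest in the double deletion 7E (0.986). Cast-derived Xist reads were not most frequent in 7E before induction, where its ratio was 0.947 and that of 4E was lower. The gap to the next clone was 0.00894, and whether this lies within counting error was not decided, because read depth was not derived.

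The change of Nhsl2 in 6F (-0.550) was apart from the other clones. The Dox 24 h ratio of this gene in 6F was 0.0847, not 0, so it was not read from a single allele. Its depth was not derived from the ratio, so noise was not excluded.

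The change of Pim2 was 0.133 in 3B, but only 0.0115 in 7E and 0.00570 in 4E, which is close to no change. By sign, Pim2 rose in the 3 exon 7 deleted clones and fell in the 3 intact clones, a difference of 0.367. This opposite direction was not tested by itself. The gene was selected for its separation, and 1 gene moved in opposite directions in the real split, while another of the 10 splits gave 2 genes. The pattern cannot be told apart from the choice of the gene.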

How the results depend on the processing

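The doxycycline effect kept its direction under each alternative. Its test no longer passed 0.05 with the common NoDox baseline (-0.133, exact permutation p = 0.0625) and with the crossed baseline (-0.137, exact permutation p = 0.09375). It ranged from -0.146 to -0.118 when one clone was left out, where 5 clones cannot give a p below 0.0625. In both baseline alternatives clone 4E reversed, to 0.113 with the common baseline and 0.138 with the crossed one, because the NoDox ratio of 4E (0.796) is then set against or replaced by those of other clones. Among values of single clones, 7 others moved by more than the pooled SD between clones of one genotype (0.0350 for the change, 0.139 for the NoDox ratio).

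The number of genes lowered by doxycycline was 111 with the common baseline and 23 of 31 genes with the 0.3 to 0.7 filter, which removes genes mainly through 4E. With that filter applied to the 5 clones other than 4E, an alternative chosen after seeing the data, 158 of 186 genes passed. With log2 odds 143 genes passed, all 143 among the 173. Leaving out one clone gave 133 to 165 genes, and in the fit without 6F 1 gene was higher.

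The exon 7 effect on silencing stayed positive throughout, from 0.0780 to 0.179 on the ratio scale and from 0.0634 to 0.0995 without one clone. No p here could pass 0.05, and with the crossed baseline the arms overlapped (exact permutation p = 0.7). The exon 1 effect, not adjusted for exon 7, stayed negative, but was only -0.00606 without 6F and had opposite signs within the exon 7 states. For both deletions 0 genes passed in each fit, with 2 to 60 genes at an unadjusted p under 0.05 for exon 7 and 1 to 11 for exon 1. The NoDox difference between exon 7 arms ranged from 0.00370 to 0.146 without one clone, lowest without 4E. The 3 genes named for doxycycline passed in each fit that held them, and the 5 named for exon 7 in none (adjusted p in limma 0.0531 to 0.842).

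The double deletion contrast, 0.0123, changed sign with the 0.3 to 0.7 filter (-0.0149), the common baseline (-0.118) and the relative change (-0.00767), and lay between 0.00184 and 0.0227 without one exon 7 deletion clone. The relative and log2 odds scales were added for this contrast after seeing the data, and on log2 odds it was 0.17. The sign change with the filter and the size of the value with the common baseline came mainly from 4E: its change was 0.113 with the common baseline and -0.0520 with the filter, and the filter applied to the clones other than 4E gave 0.0214. Using each clone's own genes could not move any result, as 0 ratios were missing. Unknown depth limits what can be said of ratios at 0 or 1. No paired analysis by replicate number was possible because replicate numbers were assigned in sample order, and clones were paired by name instead.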

Other observations

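Of the tests in this part, the comparison of gene bins, the check on the NoDox ratio along the chromosome, the check of escape genes against position and the check of genes around Pim2 were set out before their results were seen; all others were chosen afterwards.

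The smaller change in the exon 7 deleted clones was examined against technical explanations. Without 4E, whose NoDox ratio was raised, the difference was 0.0938, and on the log2 odds scale, where a uniform shift cancels, it was 0.52 with no overlap between arms. Without 6F, which had the largest change, it was 0.0634, again without overlap. In the limma fit with the exon 7 term alone, 10 of the 10 splits of the 6 clones gave as many genes with an adjusted p under 0.05, since the number was 0 in each. At an unadjusted p under 0.05 the real split gave 57 genes and the others 5 to 12, so 1 of 10 splits reached the real number. The adjusted count could not separate the splits. The unadjusted count was the most extreme that the design allows, but with 10 splits the share cannot fall below 10%, so this test cannot exclude a chance difference between clones.

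A hypothesis was that the exon 7 deletion removes one fixed fraction of the change at each gene. Genes were divided into 4 bins of equal size by their change in clone 11C, which was then left out. From the most to the least changed bin, the deleted clones kept 56.4%, 52.3%, 48.2% and 33.2% of the change in WT and 6F. The shares differed by 23.2 percentage points, more than the 20 set beforehand. By this limit a fixed fraction did not describe all bins, but each bin gave a single value without an interval. The difference in ratio fell from 0.120 to 0.0742 over the same bins. No limit had been set for a fixed amount, so a fixed amount was not tested.

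For exon 1, 10 of the 10 splits gave as many genes at an adjusted p under 0.05, again 0 in each, and 6 of 10 gave at least as many at an unadjusted p (8 in the real split). For doxycycline, 1 of the 32 assignments of signs to the 6 clones, the real one, gave 173 genes.

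Genes farther from Xist tended to change less, although the change did not peak at Xist. The window that holds it (100 to 110 Mb) changed less than the window from 90 to 100 Mb in 6 of 6 clones, with means of the clone medians of -0.158 and -0.201. Across genes, which are not independent replicates, the mean rank correlation between distance to Xist and the change was 0.268 over the 6 clones, from 0.148 in 6F to 0.357 in 7E. It was 0.258 with gene length held fixed and 0.295 with the NoDox ratio held fixed, so neither accounted for the trend. All genes in the table start on one side of Xist or overlap it, and read depth along the chromosome is unknown, so a technical origin was not excluded.

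The 4 listed genes known to escape X inactivation (Kdm6a, Ddx3x, Eif2s3x and Utp14a) had a median change of -0.0663, compared to -0.132 over all genes. This was above 97.2% of 10000 random lists of 4 genes, not matched on expression, which is unknown here. Since distant genes changed less, lists with as many genes from each 10 Mb window were also drawn. Their typical median was -0.114, and the escape genes were above 98.8% of them. The values are consistent with partial escape at 24 h, although 3 of the 4 fell in all 6 clones and the depth at these genes is unknown.

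The NoDox ratio of Tsix differed widely between clones, at 0.886 in WT, 0.661 in 6F and 0.540 in 11C, and at 0.352 in 3B, 0.490 in 4E and 0.306 in 7E. After centring each clone on its median log2 odds, Tsix ranked 1 of 242 genes by p for the exon 7 term (coefficient -3.08, SE 0.71), but its adjusted p in limma was 0.996, and 0 genes passed (4 at an unadjusted p under 0.05). Chance among the genes tested was therefore not excluded, but the term coded only the deletion on the induced allele. In the study's description of the lines, WT carries the exon 7 deletion on the Cast allele only. Clones 3B and 4E carry it on both alleles, and 7E on the induced allele only. For 6F and 11C, the exon 7 state of the Cast allele is not given. The Tsix ratio was highest in WT and lowest in 7E. The term did not separate these states, so it cannot decide between chance and the allele carrying the deletion. Counting of Xist reads as Tsix would raise the Tsix ratio on induction, but Xist reads counted as Tsix were not seen in this way: the ratio rose in 0 of 6 clones.

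Pim2 and Pqbp1, both named for the exon 7 deletion, lie 11086 bp apart with no other listed gene between them. A local block of genes with a smaller change was tested on the 24 other genes within 1 Mb. Their median exon 7 coefficient, 0.0944, was at percentile 88.0 of 10000 random lists, below the top 5% set for the test.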
